A study of Homo sapiens with 12 samples. Its data were reported in "Loss of CITED1, an MITF regulator, drives a phenotype switch in vitro and can predict clinical outcome in primary melanoma tumours" (2015).

How the data were processed

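HT144 melanoma cells were transfected with a negative control siRNA (siNEG) or with the siRNAs #1 siCITED1 or #3 siCITED1, and RNA was collected after 48 h. Each of the 3 groups had 4 wells, each well was hybridised to 1 array, and the wells came from a single day and passage. The p-values therefore measure the spread between wells of that day. For the array platform, Illumina HT-12, the deposited table held 47315 probes for 12 arrays, and groups were taken from the sample labels. No pair of arrays was identical.

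The authors quantile normalized the raw intensities, removed control probes in BASE, took log2 values and centred these on each gene and each sample in MeV. Background correction, detection calls and software versions are not given in the sources used here. The deposited values were checked for this: the mean of every probe over the 12 arrays lay within 1.33e-07 of 0 and that of every array within 1.43e-05 of 0. The values thus hold differences and no absolute level, and probes cannot be sorted into bright and dim. The base of the logarithm rests on the description of the methods, since centred values cannot show it, and folds assume base 2. Depth has no counterpart in these values, and the number of arrays limits the precision.

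Probes were named by the array's gene annotation and a current table of human genes: 30105 probes had 1 gene symbol (30066 matched by Entrez ID), 8 had several and 17202 had no entry. The named probes covered 20045 genes, 6688 of them with more than 1 probe. Unnamed probes stayed in all tests. No genome coordinates were used.

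Values were used as deposited, with no further scaling and no filter. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a constant prior variance), and p-values were two-sided and adjusted by Benjamini-Hochberg over all probes, with a threshold of 0.05. The pooled comparison set the 8 siCITED1 arrays as one group against the 4 siNEG arrays, following the published design, with limma in place of SAM as the main test. A model with 3 groups gave #1 minus siNEG, #3 minus siNEG and #1 minus #3, the test of the difference between the siRNAs. The fits of the pooled and the 3-group models have different spreads, since in the former any difference between the siRNAs counts as error. Errors of differences are SEs from limma and errors of group values are SDs. Adjusted p-values in the text come from limma or camera. Replicate numbers were not used to pair arrays: over the 12 pairs of groups and numbers, the correlation of deviations at the same number ran from -0.054 to 0.098, and the own number was the best match in only 3 of the 12.

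Genes were named in the text by a rule. These were CITED1, MITF, CDKN1A, CDKN1C and the CITED family, the 10 largest rises and 10 largest falls of the pooled comparison, and the 5 largest each way with #1, with #3 and between them, all past the threshold with no overlap between the arrays of the groups compared. For gene lists, up to 4 members past the threshold with the largest change were named, or 2 given as values where none passed. Probes without a single symbol were passed over, and values of other probes of a gene are given where they disagreed.

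Gene lists were tested on 1 value per gene, the mean of its probes, with camera (preset correlation of 0.01 between genes), adjusted over the 36 lists of a comparison. The estimated correlation and fry were alternatives. Of the 36 lists, 4 were the published proliferative and invasive signatures in an original and a later revised version, and the others covered pathways and cell types. They were written after the paper had been read and are not blind to it. They share genes: the versions of the proliferative signature have 26 in common, those of the invasive signature 18, and the original proliferative signature shares 12 with the MITF target genes and 9 with pigmentation. In the lists 997 entries matched as listed, 22 matched through an alias and 75 were matched to no probe in the annotation used, which does not show that the array lacks them. The original signatures thus entered with 47 proliferative and 51 invasive genes. Median and mean differed in sign for 5 lists in the pooled comparison, 2 with #1, 4 with #3 and 4 between the siRNAs, and for 0 of those called. Of the 18, 13, 13 and 14 lists called in these comparisons, 5, 12, 13 and 10 were also called with an estimated correlation. In the pooled comparison that estimate also takes in differences between the siRNAs, which count as error there. The brightest probe per gene had been intended for lists and scores, but centred values do not allow it, so the mean of the probes, an alternative chosen beforehand, took its place.

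Signature scores are means over the genes of a list per array. Groups were compared on scores, CITED1 and MITF by exact permutation tests, two-sided, over all 70 assignments of 4 against 4 arrays or 495 of 8 against 4. The correlation of the differences with #1 and #3 was set beside 100 simulations of unchanged groups that share the siNEG arrays, and was recomputed with the siNEG arrays divided between the siRNAs. Calls were recounted in other splits of the arrays. SAM was coded from its published definition with 100 permutations.

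The comparisons, the tests, the rule for named genes, the lists and most alternatives were chosen before the data were examined. The alternatives were a replicate block, leaving out each array, centring arrays on their medians, quantile normalization once more, array weights, other thresholds, the plain two-sample test, SAM, other models for the pooled siRNAs and other forms of the lists and scores.

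The fits were tested on simulated data with normal, independent noise, in which 200 probes carried a planted difference that was the same with both siRNAs. At a size of 0.3 log2 the pooled comparison found 56.1% of them, that of #1 36.4% and that of #3 37.9%. At 0.6 log2 these were 98.5%, 92.5% and 97%, and false calls numbered 10, 9 and 12. Differences near 0.3 log2 were thus often missed in these simulations. The rates need not hold in the data, where more probes changed. There the siRNAs also differed, which counts as error in the pooled fit, so the order of the comparisons need not hold either.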

Results

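HT144 is an established human melanoma cell line. Its cells were transfected with a control siRNA (siNEG) or with either of 2 siRNAs against CITED1, called #1 siCITED1 and #3 siCITED1. CITED1 encodes a transcriptional co-regulator that binds the acetyltransferases CBP and p300. RNA harvested 48 h later was hybridised to Illumina BeadChips, with 4 arrays in each of the 3 groups and 12 arrays in all. The wells of the experiment were plated on a single day, so the p-values measure the spread between wells of that day and not between experiments, and the number of arrays limits the precision.

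Each array held values for 47315 probes, of which 30105 carried 1 gene symbol, for 20045 genes. The values are on a log2 scale and were centred on each probe and on each array, so a group mean is a distance from the probe's mean over the 12 arrays and no absolute level can be read from it. The medians of the arrays lay between -0.0038 and -0.000379. Their SDs lay between 0.11 and 0.134, with the widest in siNEG replicate 1. The groups separated on the leading principal components, which held 27.2% and 13.7% of the variance. The #1 arrays lay between 16.5 and 19.7 on the leading component, on which all siNEG and #3 arrays had negative scores. On the next component the siNEG arrays lay between 11.6 and 14.9 and the #3 arrays between -13.1 and -7.9. siNEG replicate 1 stood apart from all other arrays on the component after that (9.4% of the variance), with a score of 21.9.

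The level of CITED1 itself shows whether each siRNA lowered its target. CITED1 mRNA (probe ILMN_1691641) was 1.56-fold lower with #1 (difference of -0.64 ± 0.06 log2, SE, n = 4 against 4, limma adjusted p = 1.8e-07) and 1.68-fold lower with #3 (-0.75 ± 0.06, adjusted p = 6.5e-08). The centred means were 0.46 ± 0.09 in siNEG, -0.18 ± 0.06 with #1 and -0.29 ± 0.06 with #3 (SD, n = 4), and every siCITED1 array lay below every siNEG array. The exact permutation test gave p = 0.0286 for each siRNA, the smallest that 4 against 4 arrays can give, and p = 0.00202 for all 8 siCITED1 arrays against siNEG, the smallest for that comparison. CITED1 did not pass the test between the siRNAs: #1 minus #3 was 0.11 log2 (95% interval from -0.025 to 0.238, exact permutation p = 0.0571, adjusted p = 0.47). That interval leaves CITED1 mRNA at most 0.025 log2 lower with #1 than with #3.

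MITF, the master transcription factor of melanocytes, is the gene that the study followed after CITED1 silencing. It was read by 3 probes, and 1 of these rose with both siRNAs. Probe ILMN_2304186 was 1.4-fold higher with #1 (0.49 ± 0.08 log2, SE, n = 4 against 4, limma adjusted p = 8.8e-05) and 1.41-fold higher with #3 (0.50 ± 0.08, adjusted p = 2e-04), and #1 minus #3 was -0.01 (95% interval from -0.164 to 0.147). Probe ILMN_1761324 gave 0.13 with #1 and 0.18 with #3, which did not pass over all probes (adjusted p = 0.31 and 0.17), although its exact permutation p was 0.0286 with each. Probe ILMN_1657854 gave 0.01 and 0.03 (adjusted p = 0.97 and 0.94). CDKN1C, a cyclin-dependent kinase inhibitor, rose with #1 (0.23 ± 0.07, adjusted p = 0.031) and with #3 (0.32 ± 0.07, adjusted p = 0.005). For CDKN1A, the inhibitor p21, 1 of 2 probes (ILMN_1784602) rose with #3 (0.33 ± 0.07, adjusted p = 0.0073) and gave 0.12 with #1 (adjusted p = 0.49). The difference between the siRNAs at that probe did not pass (adjusted p = 0.072), and the other CDKN1A probe gave -0.06 and -0.02. The relatives of CITED1 did not pass in the fit to probes. CITED2 gave 0.22 with #1 (adjusted p = 0.056) and 0.11 with #3, and CITED4 gave 0.17 and 0.14. In the fit to 1 value per gene, adjusted over genes, CITED2 did pass with #1 (0.22 ± 0.06, limma adjusted p = 0.032) and not with #3 or between the siRNAs (adjusted p = 0.5 and 0.31).

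**Figure D1:**
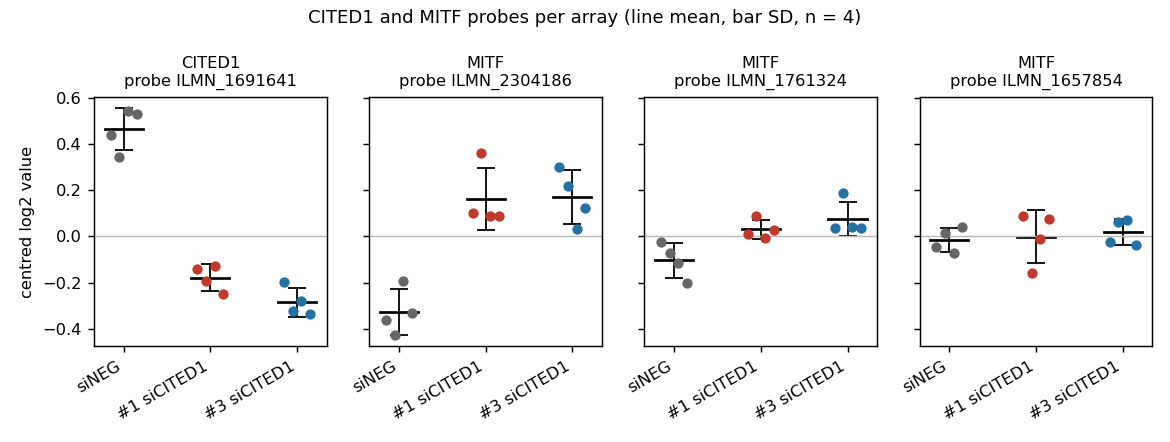
Centred log2 values of the CITED1 probe and the 3 MITF probes in each array, by group, with 4 arrays per group (points), the group mean (line) and the SD (bar). All siCITED1 arrays lie below all siNEG arrays at CITED1 and above them at MITF probe ILMN_2304186, while the groups overlap at MITF probe ILMN_1657854.

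The transcripts that go with CITED1 silencing by either siRNA were sought by setting all 8 siCITED1 arrays against the 4 siNEG arrays. FABP7, a fatty acid binding protein of glial and neural crest cells, rose 1.88-fold (0.91 ± 0.17 log2, SE, n = 8 against 4, limma adjusted p = 0.0091), and MLANA, a melanosomal antigen, rose 1.74-fold (0.80 ± 0.08, adjusted p = 7.7e-05). LUM, the matrix proteoglycan lumican, rose by 0.82 ± 0.15, GPM6B, a membrane glycoprotein of the myelin family, by 0.81 ± 0.11, and VGLL4, a cofactor of TEAD transcription factors, by 0.77 ± 0.06. AKR1C3, a reductase of steroids and prostaglandins, LPAR1, a receptor for lysophosphatidic acid, CALU, a calcium-binding protein of the secretory pathway, SLC35F1, and ADCY1, an adenylyl cyclase, rose by between 0.71 and 0.77.

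FAM3C, a secreted cytokine-like protein, fell furthest, to a 2.61-fold lower level (-1.39 ± 0.22 log2, SE, n = 8 against 4, limma adjusted p = 0.0035), and its other probe fell by 1.29. SERPINA3, a protease inhibitor of the acute phase, was 1.97-fold lower (-0.98 ± 0.17, adjusted p = 0.0073). AIM2, a sensor of cytosolic DNA, fell by 0.76 ± 0.11, PODXL, a sialomucin of the cell surface, by 0.72 ± 0.15, and FAM20C, a kinase of the secretory pathway, by 0.70 ± 0.10. Next came PXYLP1, a phosphatase that acts on proteoglycan linkage sugars, at -0.68, ANGPTL4, a secreted inhibitor of lipoprotein lipase, at -0.68, VGF, a neuropeptide precursor, at -0.65, and NNMT, which methylates nicotinamide, at -0.63. As the rule for naming genes required, all 8 siCITED1 arrays lay beyond all 4 siNEG arrays in each of these 19 genes and in CITED1. Other probes of the same gene did not pass for PODXL (-0.24 and 0.06), ANGPTL4 (-0.15 and 0.04), LPAR1 (0.07), AIM2 (-0.26), FAM20C (-0.28 and -0.23), GPM6B (0.64 and 0.18) and PXYLP1 (-0.63).

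In total 525 of the 47315 probes passed an adjusted p of 0.05, 276 higher and 249 lower, and 52 of them differed by at least 1.5 fold. At an unadjusted p of 0.05 the number was 4537. Other models moved the count: it was 291 with a replicate block, 299 with SAM (202 higher, 97 lower) and 1692 as the average of the #1 and #3 contrasts. Leaving out any siNEG array lowered the count to 329 without replicate 1, 256 without replicate 2, 258 without replicate 3 and 240 without replicate 4. It also ended the calls of PODXL (adjusted p = 0.078, 0.082, 0.072 and 0.077 without replicates 1 to 4, 0.081 with the replicate block), PXYLP1 (0.079, 0.075 and 0.051 without replicates 1, 3 and 4, 0.066 with the block), VGF (0.068 and 0.058 without replicates 2 and 4) and AKR1C3 (0.05 when rounded, just past the threshold, without replicate 2 or 4).

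Both versions of the published proliferative signature rose as lists in this comparison, although most of their members did not pass. The lists of genes were written with knowledge of the study and are not blind to it, and their members were tested on the mean of a gene's probes. The original version of the published proliferative signature, which marks melanoma lines that grow fast and express MITF, had 47 genes that could be matched here. Of these 10 rose, 1 fell and 36 did not pass (20 higher and 1 lower adjusted over the list alone), and the list as a whole rose (camera adjusted p = 9.6e-13, adjusted p = 0.01 with an estimated correlation). The member that fell was CITED1, and the largest rises were those of MLANA, CAPN3, a calpain protease (0.59 ± 0.06 log2), and RAB38, which carries cargo to melanosomes (0.55 ± 0.10). Its revised version gave 11 higher, 0 lower and 39 not past (19 and 0 adjusted over the list alone, camera adjusted p = 3.3e-15, adjusted p = 0.00068 with an estimated correlation).

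The lists of pigmentation, MITF target, melanocyte lineage, neural crest and lysosomal genes passed camera and lost the call with an estimated correlation. Of 31 pigmentation genes 3 rose, 1 fell and 27 did not pass (5 and 2 adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.22 with an estimated correlation). RAB32, a partner of RAB38 in melanosome transport, rose by 0.42 ± 0.07, while MC1R, the melanocortin receptor that stimulates eumelanin, fell by 0.46 ± 0.08. Of 37 MITF target genes 5 rose, 2 fell and 30 did not pass (9 and 2 adjusted over the list alone, camera adjusted p = 0.0084, adjusted p = 0.099 with an estimated correlation), with MET, a receptor tyrosine kinase, at 0.49 ± 0.09. Of 20 regulators of the melanocyte lineage 3 rose, 1 fell and 16 did not pass (6 and 1 adjusted over the list alone, camera adjusted p = 0.018, adjusted p = 0.07 with an estimated correlation). SNAI2 rose by 0.40 ± 0.08, EDNRB, the endothelin receptor of melanoblasts, by 0.35 ± 0.06, and the mean of the MITF probes by 0.22 ± 0.04, whereas LEF1, a Wnt effector, fell by 0.39 ± 0.09. Of 14 neural crest and glial markers 2 rose, FABP7 and SOX2 (0.25 ± 0.06), 0 fell and 12 did not pass (4 and 0 adjusted over the list alone, camera adjusted p = 0.032, adjusted p = 0.085 with an estimated correlation). Of 32 lysosomal genes 1 rose, ATP6V0E1, a subunit of the proton pump (0.26 ± 0.05), 0 fell and 31 did not pass (4 and 0 adjusted over the list alone, camera adjusted p = 0.01, adjusted p = 0.21 with an estimated correlation). Leaving out an array also ended the camera calls of pigmentation (adjusted p = 0.061 without siNEG replicate 3, 0.092 without siNEG replicate 4), the lineage regulators (0.089 without siNEG replicate 4) and the neural crest markers (0.055, 0.1, 0.054 and 0.056 without siNEG replicate 2, siNEG replicate 4, #3 replicate 2 and #3 replicate 4).

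The invasive signature moved the other way by less. Of the 51 genes matched in its original version 1 rose, 2 fell and 48 did not pass (1 and 3 adjusted over the list alone), and the list fell (camera adjusted p = 0.011, adjusted p = 0.041 with an estimated correlation). NNMT and AXL, a receptor tyrosine kinase of invasive cells (-0.39 ± 0.09 log2), fell, and TNFRSF11B, a decoy receptor of the TNF family, rose by 0.33 ± 0.08. The revised version did not pass, with 2 higher, 2 lower and 37 not past of 41 (3 and 8 adjusted over the list alone, camera adjusted p = 0.076).

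Cell cycle genes were lower in the siCITED1 arrays. All 46 mitosis genes had lower values, 10 of them fell and 36 did not pass (0 higher and 37 lower adjusted over the list alone), and the median was -0.35 log2. TRIP13, a checkpoint ATPase, fell by 0.63 ± 0.11, KIF14, a kinesin of cytokinesis, by 0.61 ± 0.11, and PBK, a mitotic kinase, by 0.55 ± 0.07. Of 48 genes of S phase and DNA replication 0 rose, 6 fell and 42 did not pass (0 and 16 adjusted over the list alone), with RRM2, a subunit of ribonucleotide reductase, at -0.57 ± 0.09 and CDC45, a helicase factor, at -0.54 ± 0.12. Camera gave adjusted p = 1.7e-32 for mitosis and 1.1e-18 for S phase. Both calls were lost with an estimated correlation (camera adjusted p = 0.07 for each). In the pooled model that correlation also takes in the difference between the siRNAs. It was 0.583 for mitosis and 0.318 for S phase, against 0.03 and -0.001 in the 3-group model. There both lists kept their calls with an estimated correlation (camera adjusted p = 8.4e-06 and 6.4e-06 with #1, 0.00091 for each with #3). Of 61 genes of DNA damage response and repair 1 rose, 5 fell and 55 did not pass (1 and 10 adjusted over the list alone, camera adjusted p = 3.2e-07, adjusted p = 0.054 with an estimated correlation). The repair nuclease ERCC5 rose by 0.53 ± 0.06, and BRCA1, a factor of homologous recombination, fell by 0.45 ± 0.08. Among 9 cell cycle inhibitors CDKN1C alone passed (2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.28), and among 23 p53 target genes ZMAT3 alone did, at 0.24 ± 0.06 (1 and 0 adjusted over the list alone, camera adjusted p = 0.32).

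Among metabolic and stress lists, that of hypoxia and glycolysis fell and kept its call. Of its 29 genes 1 rose, 5 fell and 23 did not pass (2 and 6 adjusted over the list alone, camera adjusted p = 8.9e-05, adjusted p = 0.02 with an estimated correlation). BNIP3, a mitophagy receptor induced by low oxygen, fell by 0.57 ± 0.06 log2, the glucose transporter SLC2A1 by 0.35 ± 0.07 and the neuronal enolase ENO2 by 0.34 ± 0.07, while the histone demethylase KDM3A rose by 0.34 ± 0.06. With #1 alone the hypoxia list did not pass (2 higher, 8 lower, camera adjusted p = 0.17). Oxidative phosphorylation rose as a list although 0 of its 38 genes passed (0 and 0 adjusted over the list alone, camera adjusted p = 0.0088, adjusted p = 0.041 with an estimated correlation), with the regulator PPARGC1A at 0.30 ± 0.15 (adjusted p = 0.45). Of 24 genes of cholesterol synthesis 2 rose, HMGCS1 (0.69 ± 0.09), an early enzyme of the pathway, and SQLE (0.50 ± 0.10), the squalene epoxidase, 0 fell and 22 did not pass (10 and 0 adjusted over the list alone, camera adjusted p = 0.00046, adjusted p = 0.15 with an estimated correlation). With #1 alone the cholesterol list did not pass (4 higher, 3 lower, camera adjusted p = 0.35). Of 25 genes of the unfolded protein response 0 rose, 2 fell and 23 did not pass (0 and 4 adjusted over the list alone, camera adjusted p = 0.00046, adjusted p = 0.099 with an estimated correlation). These were PHGDH (-0.42 ± 0.06) and ASNS (-0.31 ± 0.07), which make serine and asparagine. Of 9 metallothioneins, metal-binding proteins, 0 rose, MT2A fell (-0.42 ± 0.08) and 8 did not pass (0 and 3 adjusted over the list alone, camera adjusted p = 0.011, adjusted p = 0.085 with an estimated correlation).

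Of 26 genes of antigen presentation 0 rose, 5 fell and 21 did not pass (0 and 5 adjusted over the list alone, camera adjusted p = 1e-05, adjusted p = 0.21 with an estimated correlation). HLA-DMB (-0.50 ± 0.12 log2) and HLA-DPB1 (-0.45 ± 0.09), of the class II pathway, and CIITA (-0.30 ± 0.06), its transactivator, fell. With #1 alone the antigen presentation list did not pass (median -0.002, camera adjusted p = 0.53). Housekeeping genes fell as a list, at a median of -0.07, although 0 of 13 passed (0 and 0 adjusted over the list alone, camera adjusted p = 0.012, adjusted p = 0.07 with an estimated correlation and 0.061 with the most variable probe per gene), with POLR2A, a subunit of RNA polymerase, at -0.19 ± 0.06 (adjusted p = 0.17).

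The other lists did not pass in this comparison. Camera adjusted p was 0.13 for 25 TGF-beta target genes (0 higher and 1 lower), 0.15 for 17 Wnt/beta-catenin target genes (1 and 1), 0.38 for 44 interferon response genes (0 and 0), 0.75 for 25 NF-kB target genes (1 and 2), 0.98 for 32 immediate early genes (2 and 1) and 0.64 for 16 heat shock proteins (0 and 0). It was 0.32 for 40 genes of extracellular matrix and adhesion (1 and 0), 0.8 for 23 cancer-testis antigens (0 and 1), 0.81 for 42 ribosomal proteins (0 and 0), 0.8 for 14 genes of the RNA interference machinery (0 and 0) and 0.8 for the 5 genes of the CITED family with CBP and p300 (0 and 1). Adjusted over the list alone, the counts higher and lower were 1 and 2 for TGF-beta, 2 and 1 for Wnt/beta-catenin, 2 and 3 for NF-kB, 3 and 2 for immediate early genes, 0 and 1 for heat shock proteins, 2 and 1 for matrix and adhesion, 2 and 2 for cancer-testis antigens, 2 and 1 for the CITED family, and 0 and 0 for the interferon, ribosomal and RNA interference lists. FOSL1, a subunit of AP-1, fell by 0.62 ± 0.06 log2 among the immediate early genes, and PLAUR, the urokinase receptor, fell by 0.37 ± 0.05 among the NF-kB targets. Markers of other cell types of the skin did not pass either: camera adjusted p was 0.81 for 14 keratinocyte markers, 0.38 for 15 fibroblast markers, 0.8 for 19 leukocyte markers and 0.8 for 14 endothelial markers. Of these only the fibroblast list had members that passed, LUM (mean of its 2 probes 0.68 ± 0.09) and ACTA2, smooth muscle actin (0.54 ± 0.07), both higher (2 and 1 adjusted over the list alone, against 0 and 0 for the other cell types).

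Next, #1 siCITED1 was set against siNEG. HMOX1, the haem oxygenase of oxidative stress, rose 2.90-fold (1.54 ± 0.09 log2, SE, n = 4 against 4, limma adjusted p = 7.1e-11), FABP7 rose 2.42-fold (1.28 ± 0.08) and the acetyltransferase KAT2B rose 2.34-fold (1.23 ± 0.09). PTGS2, the inducible cyclooxygenase, and SPATS1 each rose by 1.19 (SE 0.08 and 0.07). FAM3C fell to a 3.76-fold lower level (-1.91 ± 0.07, adjusted p = 6.2e-15), SERPINA3 to a 2.52-fold lower level (-1.33 ± 0.10) and IL1RAP, a chain of the interleukin-1 receptor, to a 2.35-fold lower level (-1.23 ± 0.08). CDK6, a kinase of G1 progression, and GINS2, of the replicative helicase, each fell by 1.21 (SE 0.08 and 0.07). In these genes, by the same rule, the 4 arrays of #1 lay beyond the 4 siNEG arrays. The other probes of IL1RAP gave -0.23 (not past) and -0.31.

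The count with #1 was 2858 probes, 1319 higher and 1539 lower, of which 329 differed by at least 1.5 fold. Of the 46 mitosis genes 0 rose, 42 fell and 4 did not pass (0 and 44 adjusted over the list alone, camera adjusted p = 1.2e-56), with the cytokinesis factor ECT2 at -1.11 ± 0.06 log2 and CDC20, the activator of the anaphase ligase, at -0.84 ± 0.07. Of the 48 S phase genes 1 rose, 32 fell and 15 did not pass (1 and 34 adjusted over the list alone, camera adjusted p = 1.6e-30), among them TK1 (-0.80 ± 0.08) and TYMS (-0.68 ± 0.07), which make thymidine nucleotides. Of the 61 DNA damage genes 1 rose, 21 fell and 39 did not pass (2 and 24 adjusted over the list alone, camera adjusted p = 1.4e-08). FANCI, a Fanconi anaemia factor, fell by 0.60 ± 0.08.

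Pigment cell genes rose with #1. Of the 31 pigmentation genes 10 rose, 3 fell and 18 did not pass (12 and 3 adjusted over the list alone, camera adjusted p = 0.00043). PMEL, the fibril protein of melanosomes, rose by 0.98 ± 0.11 log2 and TYR, the enzyme that starts melanin synthesis, by 0.93 ± 0.07. Of the 37 MITF target genes 12 rose, 4 fell and 21 did not pass (15 and 4 adjusted over the list alone, camera adjusted p = 0.00015), with TYRP1, another melanogenic enzyme, at 0.71 ± 0.09. The proliferative signatures rose, with 21 higher, 2 lower and 24 not past in the original version (25 and 3 adjusted over the list alone, camera adjusted p = 3.4e-12) and 21, 0 and 29 in the revised version (22 and 1 adjusted over the list alone, camera adjusted p = 1e-12). The original invasive signature had 6 higher, 9 lower and 36 not past (6 and 9 adjusted over the list alone) and fell with camera adjusted p = 0.041. Its members went both ways: AXL fell by 0.56 ± 0.05 and CCN2, a matricellular growth factor, by 0.57 ± 0.08, while CEMIP, a hyaluronan-degrading protein, rose by 0.83 ± 0.10 and WNT5A by 0.69 ± 0.20. That call was lost when siNEG replicate 2 or 3 or #1 replicate 1 or 4 was left out (adjusted p = 0.054, 0.099, 0.068 and 0.059), with a replicate block (0.056) and with the most variable probe per gene (0.06).

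Further lists passed with #1. Of 9 metallothioneins 0 rose, 4 fell and 5 did not pass (0 and 4 adjusted over the list alone, camera adjusted p = 0.00015), with MT1X at -0.68 ± 0.06 log2. Of 25 genes of the unfolded protein response 0 rose, 8 fell and 17 did not pass (1 and 13 adjusted over the list alone, camera adjusted p = 3.5e-05), with the chaperone HSPA5 at -0.34 ± 0.07. Of 32 lysosomal genes 4 rose, 2 fell and 26 did not pass (10 and 2 adjusted over the list alone, camera adjusted p = 0.0022, adjusted p = 0.09 with an estimated correlation), with the protease CTSK at 0.68 ± 0.06. Of 38 genes of oxidative phosphorylation 6 rose, 2 fell and 30 did not pass (10 and 3 adjusted over the list alone, camera adjusted p = 0.019), with PPARGC1A at 0.59 ± 0.07. Of 44 interferon response genes 6 rose, 1 fell and 37 did not pass (8 and 1 adjusted over the list alone, camera adjusted p = 0.019), led by the antiviral GTPase MX1 (1.10 ± 0.08), and the adjusted p was 0.053 without #1 replicate 1. All 14 genes of the RNA interference machinery but AGO2 (-0.34 ± 0.07) did not pass (2 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.58).

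For #3 siCITED1 against siNEG, MGP, an inhibitor of matrix calcification, rose 2.12-fold (1.08 ± 0.07 log2, SE, n = 4 against 4, limma adjusted p = 3.6e-10), LBH, a transcriptional cofactor, by 0.97 ± 0.07, the glucose transporter SLC2A3 by 0.95 ± 0.07, PLSCR4, a scramblase, by 0.91 ± 0.09 and SLC35F1 by 0.85 ± 0.10. DCTD, a deaminase of deoxycytidylate, fell to a 2.11-fold lower level (-1.08 ± 0.08, adjusted p = 8.9e-09). POLR3G, a subunit of RNA polymerase III, fell by 1.07 ± 0.15, RAB2B, a GTPase of the Golgi, by 1.04 ± 0.08, ADM, the peptide hormone adrenomedullin, by 1.00 ± 0.07 and HNRNPH3, a splicing factor, by 0.98 ± 0.09. Here too the 4 arrays of #3 lay beyond the 4 siNEG arrays. The other probes gave 0.14 (not past) and 0.37 for LBH and -0.20 (not past) and -0.28 for POLR3G.

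The count with #3 was 1201 probes, 635 higher and 566 lower, of which 121 differed by at least 1.5 fold. Antigen presentation fell with #3: of 26 genes 0 rose, 11 fell and 15 did not pass (0 and 14 adjusted over the list alone, camera adjusted p = 1.1e-14). HLA-DMB fell by 0.72 ± 0.07 log2, HLA-DPB1 by 0.61 ± 0.05 and HLA-B, of class I, by 0.39 ± 0.10. Of 44 interferon response genes 0 rose, 5 fell and 39 did not pass (0 and 8 adjusted over the list alone, camera adjusted p = 5.4e-06), with ISG20, an antiviral nuclease, at -0.73 ± 0.08. Cholesterol synthesis rose, with 8 higher, 0 lower and 16 not past of 24 (13 and 1 adjusted over the list alone, camera adjusted p = 4.7e-09), led by HMGCS1 (0.81 ± 0.09), SQLE (0.60 ± 0.10) and the isomerase IDI1 (0.58 ± 0.10). Hypoxia and glycolysis fell, with 2 higher, 6 lower and 21 not past of 29 (2 and 13 adjusted over the list alone, camera adjusted p = 4.1e-07).

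Cell cycle genes fell with #3 as well. Mitosis had 0 higher, 11 lower and 35 not past (0 and 18 adjusted over the list alone, camera adjusted p = 2e-14), with the phosphatase CDKN3 at -0.48 ± 0.09 log2, and S phase had 0, 6 and 42 (0 and 7 adjusted over the list alone, camera adjusted p = 1.4e-06). DNA damage response had 1, 2 and 58 (1 and 6 adjusted over the list alone, camera adjusted p = 0.005), with ERCC5 at 0.57 ± 0.06 and BRCA1 at -0.32 ± 0.07. The original proliferative signature rose, with 12 higher, 1 lower and 34 not past (22 and 3 adjusted over the list alone, camera adjusted p = 7.5e-09), led by MLANA (0.66 ± 0.07) and CAPN3 (0.52 ± 0.06), and the revised version with 12, 0 and 38 (23 and 2 adjusted over the list alone, camera adjusted p = 1.2e-11). The original invasive signature fell, with 1 higher, 4 lower and 46 not past (2 and 7 adjusted over the list alone, camera adjusted p = 0.022), among them CEMIP (-0.83 ± 0.10), the Wnt inhibitor DKK1 (-0.71 ± 0.06), NNMT and AXL. The adjusted p was 0.069 without siNEG replicate 3 and 0.055 with the most variable probe per gene. Pigmentation genes did not pass as a list (4 higher, 2 lower, 25 not past; 4 and 3 adjusted over the list alone, camera adjusted p = 0.57), nor did MITF target genes (6, 4 and 27; 9 and 6 adjusted over the list alone, camera adjusted p = 0.21), with GPNMB, a melanosomal glycoprotein, at -0.93 ± 0.12.

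Smaller shifts with #3 included the p53 target genes, which rose (2 higher, 0 lower and 21 not past of 23, 8 and 0 adjusted over the list alone, camera adjusted p = 0.011), with the p53-induced PHLDA3 at 0.32 ± 0.08 log2. Neural crest and glial markers rose (3, 0 and 11 of 14, 5 and 0 adjusted over the list alone, camera adjusted p = 0.0038), with GFRA2, a neurotrophic factor receptor, at 0.35 ± 0.06. Housekeeping genes, used as a reference for level, fell at a median of -0.11 (0, 1 and 12 of 13, 0 and 4 adjusted over the list alone, camera adjusted p = 0.0043). HPRT1, an enzyme of purine salvage, fell by 0.28 ± 0.05. DICER1, the nuclease that makes small RNAs, rose by 0.33 ± 0.05 and was the single gene past of 14 in the RNA interference machinery (1 and 0 adjusted over the list alone, camera adjusted p = 0.18).

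**Figure D2:**
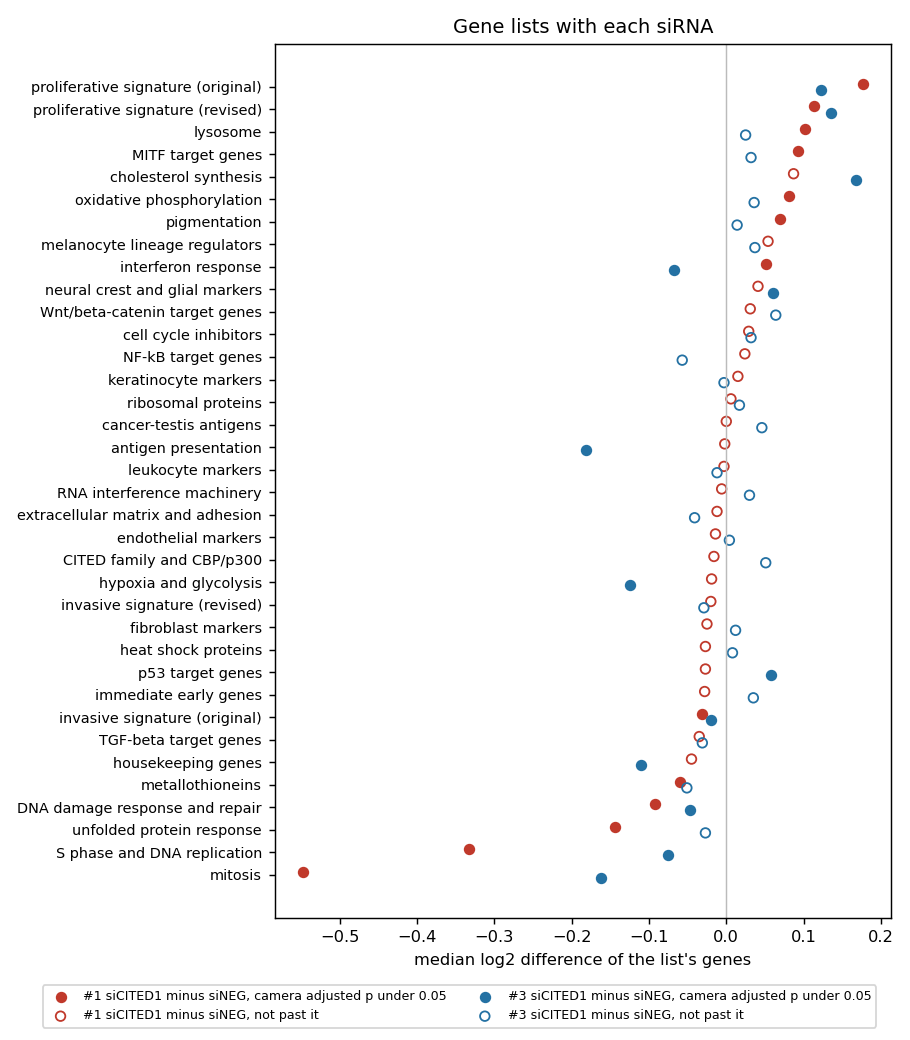
Median log2 difference from siNEG over the matched genes of each of the 36 gene lists, for #1 siCITED1 (red) and #3 siCITED1 (blue), with 4 arrays per group. Filled points passed an adjusted camera p of 0.05 and open points did not. Mitosis has the lowest median with #1 (-0.55), antigen presentation the lowest with #3 (-0.18).

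The direct contrast of #1 with #3 asks where the siRNAs differed. More probes passed here than against siNEG: 3528, of which 1721 were higher with #1, 1807 were lower and 437 differed by at least 1.5 fold. CEMIP was 3.15-fold higher with #1 than with #3 (1.66 ± 0.09 log2, SE, n = 4 against 4, limma adjusted p = 1.1e-11), and it rose with #1 and fell with #3 against siNEG. GPNMB (1.65 ± 0.13), NPTX1, a neuronal pentraxin (1.5 ± 0.09), and DKK1 (1.4 ± 0.09) likewise rose with #1 and fell with #3, and KAT2B was higher with #1 (1.42 ± 0.09). MGP was 3.07-fold lower with #1 (-1.62 ± 0.06, adjusted p = 2e-14), followed by the mRNA-decapping enzyme DCP2 (-1.60 ± 0.08), IL1RAP (-1.51 ± 0.08), the protease ADAM19 (-1.29 ± 0.09) and LBH (-1.23 ± 0.07). Of these MGP, DCP2, ADAM19 and LBH fell with #1 and rose with #3. For ADAM19, LBH, NPTX1 and DKK1 the opposite calls rest on 1 probe each, as at none of their other probes did the changes with both siRNAs pass. CEMIP and DCP2 have only 1 named probe each. Other probes of the same gene gave -0.04 for ADAM19, -0.17 and -0.49 for IL1RAP, -0.07 and -0.36 for LBH, and -0.06, 0.11 and 0.21 for NPTX1, of which -0.49, -0.36 and 0.21 passed.

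By group, the cell cycle lists were lower with #1 than with #3. Mitosis had 0 higher, 35 lower and 11 not past (0 and 36 adjusted over the list alone, camera adjusted p = 7.1e-31), S phase 1, 25 and 22 (1 and 27 adjusted over the list alone, camera adjusted p = 3.1e-16) and DNA damage response 1, 13 and 47 (1 and 14 adjusted over the list alone, camera adjusted p = 0.0011). Interferon response genes were higher with #1, with 17 higher, 0 lower and 27 not past (21 and 1 adjusted over the list alone, camera adjusted p = 4.9e-09), among them MX1 (0.90 ± 0.08 log2) and IFIT2 (0.67 ± 0.12). Antigen presentation was higher too, with 10, 0 and 16 (14 and 0 adjusted over the list alone, camera adjusted p = 7.4e-09). So were pigmentation, with 11, 1 and 19 (11 and 1 adjusted over the list alone, camera adjusted p = 0.0018), and MITF target genes, with 13, 3 and 21 (13 and 3 adjusted over the list alone, camera adjusted p = 0.0022). PMEL was 1.18 ± 0.11 higher with #1 and GPNMB, as the mean of its 2 probes, 1.61 ± 0.12 higher.

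The original proliferative signature was higher with #1 (12 higher, 4 lower and 31 not past, 14 and 4 adjusted over the list alone, camera adjusted p = 0.0022), and the revised version as well (11, 2 and 37, 12 and 3 adjusted over the list alone, camera adjusted p = 0.043, adjusted p = 0.065 with an estimated correlation). The original invasive signature did not pass between the siRNAs (6 higher, 9 lower and 36 not past, 8 and 10 adjusted over the list alone, camera adjusted p = 0.59), and its median (-0.04) and mean (0.03) had opposite signs. Cholesterol synthesis was lower with #1 (2, 10 and 12, 3 and 13 adjusted over the list alone, camera adjusted p = 0.00012), with the feedback regulator INSIG1 at -0.43 ± 0.07 log2. The p53 target genes were lower (0, 3 and 20, 0 and 4 adjusted over the list alone, camera adjusted p = 0.013, 0.22 with the most variable probe per gene). Metallothioneins were lower (0, 4 and 5, 0 and 4 adjusted over the list alone, camera adjusted p = 0.0074, adjusted p = 0.052 with an estimated correlation), as was the unfolded protein response (0, 4 and 21, 1 and 10 adjusted over the list alone, camera adjusted p = 0.011, adjusted p = 0.13 with an estimated correlation). Lysosomal genes were higher (6, 3 and 23, 7 and 3 adjusted over the list alone, camera adjusted p = 0.024, adjusted p = 0.2 with an estimated correlation). That call was lost without #3 replicate 4 (adjusted p = 0.093), and that of the revised proliferative signature without siNEG replicate 1, #1 replicate 2, #3 replicate 2 or #3 replicate 4 (0.055, 0.068, 0.07 and 0.083). Housekeeping genes, the hypoxia list and the neural crest list did not pass (camera adjusted p = 0.33, 0.071 and 0.74), so their calls with #3 alone are not shown to be a difference between the siRNAs.

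How far the siRNAs shared targets was read from the overlap of their calls. Past the threshold with each siRNA were 476 probes, of which 212 rose with both, 177 fell with both and 87 went opposite ways. Independent lists of these sizes would share 17.7 rising and 18.4 falling probes, but both comparisons use the same siNEG arrays, which raises the overlap without any shared response. FAM3C, MLANA and VGLL4 were among those that moved with both, and CEMIP, GPNMB, DKK1 and MGP among those that moved apart. A further 2382 probes passed with #1 only, of which 1539 also differed between the siRNAs, and 725 passed with #3 only, of which 511 did. Of the 525 probes of the pooled comparison, 370 passed with both siRNAs in the same direction and 134 differed between them.

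Across all probes, which are not independent replicates, the differences from siNEG of the siRNAs correlated with r = 0.301. Groups simulated without any change but sharing the siNEG arrays gave r = 0.5. The covariance was 0.0029 in the simulated groups and 0.00449 in the data, higher by 0.00159. With the siNEG arrays divided so that each siRNA had its own pair of controls, r ran from -0.03 to 0.155 over the 6 ways of dividing them, with a mean of 0.08.

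**Figure D3:**
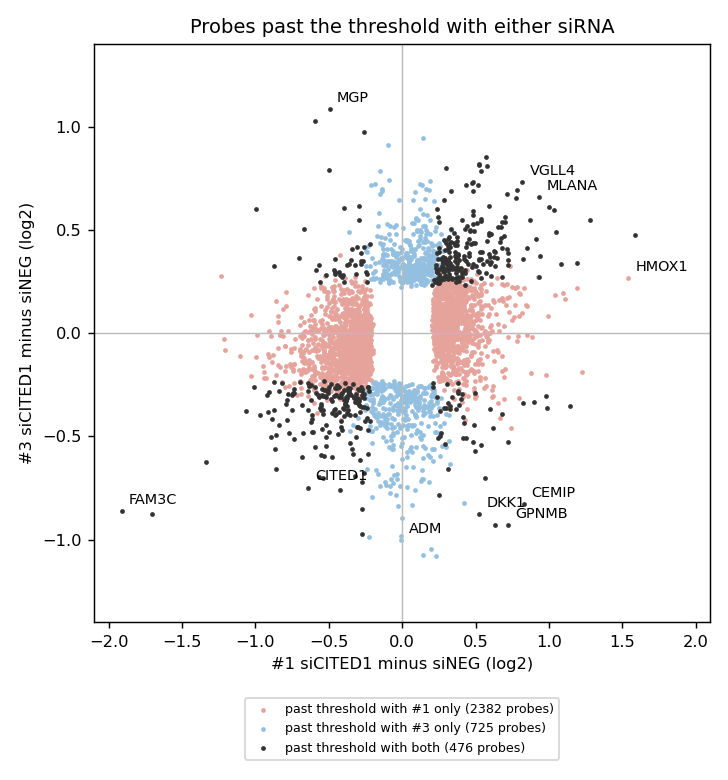
Log2 difference from siNEG with #1 siCITED1 (x axis) and with #3 siCITED1 (y axis) for each probe past an adjusted p of 0.05 with either, by whether it passed with #1 only (2382 probes), #3 only (725) or both (476). CITED1, FAM3C, MLANA and VGLL4 have the same sign on both axes, while CEMIP, GPNMB, DKK1 and MGP have opposite signs.

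The study places melanoma cells between a proliferative and an invasive state by the mean of each signature's genes. The scores here are such means over the genes of the original signatures that could be matched, 47 proliferative and 51 invasive, which is not the full set. The proliferative score averaged -0.118 ± 0.018 in siNEG, 0.116 ± 0.013 with #1 and 0.002 ± 0.022 with #3 (SD, n = 4). It was higher by 0.234 with #1 and by 0.12 with #3 (exact permutation p = 0.0286 for each, two-sided), and #1 exceeded #3 by 0.114 (exact permutation p = 0.0286). The invasive score averaged 0.038 ± 0.022 in siNEG, -0.005 ± 0.011 with #1 and -0.033 ± 0.015 with #3, with differences from siNEG of -0.043 and -0.071 (exact permutation p = 0.0286 for each). That with #1 lost its call without any 1 of the #1 replicates 1 to 4 (-0.038, -0.046, -0.046 and -0.042, exact permutation p = 0.0571 for each). Every remaining #1 array (0.005 at most) still lay below every siNEG array (0.015 at least). At that p another assignment of the remaining arrays gave a difference at least as large. The score with #3 kept its call without any 1 of the #3 replicates, so fewer arrays alone do not explain these losses. The difference with #3 lost its call as a median over genes (-0.025, exact permutation p = 0.0571). Between the siRNAs the invasive score did not pass, at 0.028 (exact permutation p = 0.0571). With all 8 siCITED1 arrays against siNEG the differences were 0.177 and -0.057 (exact permutation p = 0.00202 for each, the smallest that comparison can give). On the revised lists the proliferative score again differed (0.236 with #1, 0.149 with #3, exact permutation p = 0.0286 for each), while the invasive score did not pass with either siRNA alone (-0.037 with #1, -0.026 with #3, exact permutation p = 0.0571 and 0.143) and passed with all 8 siCITED1 arrays (-0.032, exact permutation p = 0.0162, adjusted p = 0.038). These tests were 16 in all, and 4 arrays against 4 cannot give an exact permutation p below 0.0286. Adjusted over the 16 tests, those at 0.0286 have an adjusted p of 0.038, those at 0.00202 of 0.011 and those at 0.0571 of 0.065.

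**Figure D4:**
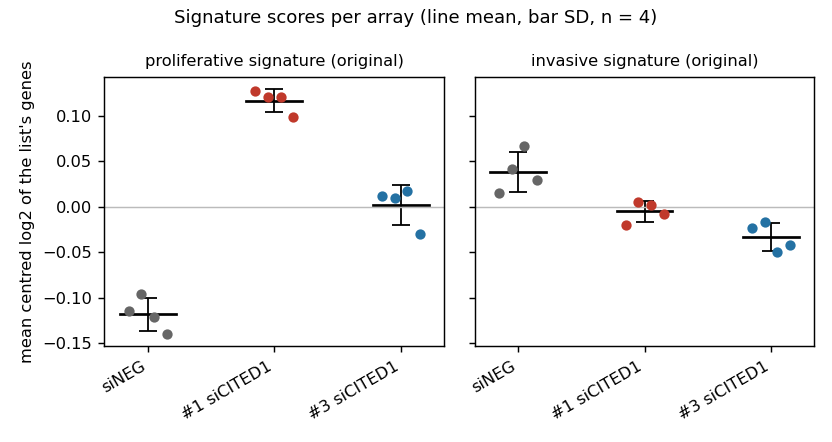
Proliferative and invasive signature scores (mean centred log2 value of the genes of each original list) in each array, by group, with 4 arrays per group (points), the mean (line) and the SD (bar). All siCITED1 arrays lie above all siNEG arrays for the proliferative score, with #1 above #3, and every #3 array lies below every siNEG array for the invasive score.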

Values the study reported

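In the arrays after CITED1 silencing, the study counted 312 probes as altered when both siRNAs were pooled and set against the control. It gave 208 of them as higher and 104 as lower. The method was SAM, with a median false discovery rate of 3%.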

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

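The tests of CITED1 silencing by #3 and of the label of siNEG replicate 1 were chosen only after the results had been seen, and the other tests before.

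FABP7 rose by 0.73 log2 more with #1 siCITED1 than with #3, AKR1C3 by 0.56 more, LUM by 0.44, GPM6B by 0.39, ADCY1 by 0.33 and MLANA by 0.28. FAM3C fell further with #1, with a difference of -1.05 between the siRNAs, as did SERPINA3 (-0.71), PODXL (-0.68), PXYLP1 (-0.57), VGF (-0.53), FAM20C (-0.39) and ANGPTL4 (-0.37). At the named probe, each of these 13 genes of the pooled comparison passed the limma test of the difference between the siRNAs. Other probes did not pass it for LUM (0.10), ADCY1 (-0.02), ANGPTL4 (0 and -0.04), FAM20C (-0.15 and -0.06) and PODXL (0.02 at 1 of 2), so for LUM, ADCY1, ANGPTL4 and FAM20C the difference rests on 1 probe. It also does for FABP7, AKR1C3, MLANA, SERPINA3 and VGF, which have only 1 named probe each. The original proliferative score was higher with #1 by 0.114 and the revised score by 0.087 (exact permutation p = 0.0286 for each). In all, 3528 probes and 14 of the 36 gene lists differed between the siRNAs, and that is more probes than differed between either siRNA and siNEG.

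As a cause of this number, a weaker version of the same response with #3 is argued against, since 17.6% of the probes that differed between the siRNAs (from 13.1% to 19.5% without each array in turn) also passed with #3 against siNEG and had moved further than with #1 or the opposite way, where over 10% had been set beforehand as too many for such a response. The same share argues against weaker silencing of CITED1 mRNA by #3 as the whole cause, since that would give such a weaker response, and the difference in CITED1, #1 minus #3, was 0.11 log2 (95% interval from -0.025 to 0.238). The paper proposes less successful silencing as a possible reason for the weaker effect of #3. It points to a Western blot of CITED1 protein, which the arrays do not measure. A shift common to all probes of the #1 arrays was removed when each array was centred, so it could not be tested, and the rate of calls among named probes, 3.75 times that among unnamed probes (10.2% against 2.71%), decides nothing about it. An interferon response to one siRNA stays open, with a median of 0.14 (SE 0.045) for the interferon list, which lies between the bounds set for either answer. Against siNEG the median of that list was 0.051 with #1 and -0.067 with #3, so both siRNAs contributed to the gap. Effects of the siRNAs on other transcripts through their sequences, which were not analysed here, and biological differences in the timing of silencing may contribute and were not tested.

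Single arrays stood apart from the other 3 of their group in 8 of the 165 groups of 4 values examined, and chance alone gives about 5%. For MITF these were #3 replicate 2 at probe ILMN_1761324 (0.19) and #1 replicate 2 at probe ILMN_2304186 (0.36). ADCY1 was 0.52 in #1 replicate 2, FAM3C was 0.005 in #3 replicate 4, and MGP (probe ILMN_2071809) was 0.93 in #3 replicate 4. ANGPTL4 was 0.72 in siNEG replicate 1 and RAB2B was 0.14 in siNEG replicate 4. The original proliferative score was -0.03 in #3 replicate 4. Of these 8 values, 3 came from #3 replicate 4, and no explanation was tested for them.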

How the results depend on the processing

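The most variable probe per gene, the restriction to probes with 1 gene symbol, leaving out arrays for gene lists, and all alternatives for single named genes were chosen after the data had been seen, and the others before.

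CITED1 fell and MITF probe ILMN_2304186 rose, each past the threshold, under every alternative run, in the pooled comparison and with either siRNA. Pooled CITED1 lay between -0.734 and -0.668 log2 when each array was left out in turn. The proliferative score was higher under every alternative run, from 0.18 to 0.267 with #1 and from 0.113 to 0.149 with #3. Centring arrays on their medians, quantile normalization once more, array weights and the restriction to probes with 1 symbol kept every count of probes within 1.5 times its value.

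For the pooled count of 525, the replicate block gave 291 (169 higher, 122 lower), SAM gave 299 (202 higher, 97 lower) with at most 10 median false positives and 295 at a median FDR of 3%, and the average of the #1 and #3 contrasts gave 1692, where differences between the siRNAs no longer count as error. Leaving out an array gave 240 without siNEG replicate 4 to 592 without #3 replicate 4, and 329, 256 and 258 without siNEG replicates 1, 2 and 3, with fewer arrays in the smaller group. For the replicate block and SAM, the cause was not tested.

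Stricter thresholds lower a count by construction. An adjusted p of 0.01 left 172 probes in the pooled comparison, 1746 with #1, 606 with #3 and 2246 between the siRNAs. A fold of at least 1.5 left 52, 329, 121 and 437. The plain two-sample test left 115, 761, 80 and 1397. It estimates the spread of each probe alone, with fewer degrees of freedom than limma, which leaves less power. For single siRNAs and between them, the limma fit to only the arrays of the groups compared kept the counts within 1.5 times the main ones. Leaving out each array in turn kept the counts between 2335 and 2845 with #1, 860 and 1392 with #3, and 2901 and 3964 between the siRNAs.

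The invasive score lost its call under more alternatives than the proliferative score. With #1 it did not pass on the revised list (-0.037) or without any 1 of the #1 replicates (exact permutation p = 0.0571 for each), and it lay between -0.051 and -0.033 when each array was left out. Without a #1 replicate the remaining #1 arrays still lay below all siNEG arrays, but another assignment of those arrays gave a difference at least as large. With #3 the invasive score did not pass on the revised list (-0.026) or as a median over genes (-0.025). For the revised list and the median over genes the cause was not tested.

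Among gene lists, the pooled comparison called 18 with the preset correlation and 5 with the estimated one. The pooled estimate also takes in differences between the siRNAs, so a lost call there need not mean that a list changed with neither. fry called 22 lists with #1, 20 with #3 and 23 between the siRNAs in one direction, and 33 in each of these in either direction, with 29 in the pooled comparison. fry asks whether the genes of a list change at all and not whether they change more than other genes, so larger numbers follow from its construction. In the pooled comparison fry in one direction ended the calls of antigen presentation (adjusted p = 0.072) and lysosomal genes (0.069). It added the revised invasive signature (0.021), the CITED family (0.025), Wnt/beta-catenin target genes (0.02) and fibroblast markers (0.03). With the most variable probe per gene the calls of the housekeeping genes (pooled, adjusted p = 0.061), the original invasive signature (#1 0.06, #3 0.055) and the p53 target genes (between the siRNAs, 0.22) were lost, and the melanocyte lineage regulators gained one with #1 (0.028). The replicate block ended the call of the original invasive signature with #1 (0.056). Leaving out an array added calls for the revised invasive signature (pooled, 0.031 without siNEG replicate 1), the lineage regulators (#3, 0.033 without siNEG replicate 2 and 0.047 without #3 replicate 4) and oxidative phosphorylation (#3, 0.025 without siNEG replicate 4 and 0.036 without #3 replicate 1). Without #1 replicate 4 it added the immediate early genes and hypoxia and glycolysis between the siRNAs (0.05 when rounded, for each).

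The correlation of the differences with #1 and #3, 0.301 with all arrays, was 0.08 on average with the siNEG arrays divided between the siRNAs, from -0.03, a reversed sign, to 0.155. Controls shared by both differences account for part of it by construction. Leaving out each array gave 0.274 to 0.357. It was higher without any 1 of the siNEG arrays (0.332, 0.357, 0.355 and 0.341 without replicates 1 to 4). A mean over fewer shared controls carries more common noise into both differences, so a rise there follows from the design. Whether anything else contributed was not tested.

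Of 49 results for single genes, the replicate block ended 2 calls, PODXL (adjusted p = 0.081) and PXYLP1 (0.066), leaving out an array ended 11 of 588 and none reversed. An offset on the linear scale, a prior variance with a trend on intensity, filters on dim probes or genes and the brightest probe per gene were not run, since centred values hold no intensity. For the same reason, signal over background could not be set beside any result.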

Other observations

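The tests of other splits of the arrays, and that of noise in siNEG replicate 1, were chosen before their results were seen. The test of its label, and the genes named for that array, were chosen after.

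Several lists that did not pass as groups had members that passed with 1 siRNA or with both. Among immediate early genes NR4A2, an orphan nuclear receptor, rose with #1 (0.94 ± 0.06 log2, SE) and fell with #3 (-0.35 ± 0.06), KLF2, a transcription factor that responds to flow, rose with #3 (0.70 ± 0.08), and JUN fell with #1 (-0.48 ± 0.07). Of these 32 genes 5 rose and 6 fell with #1, and 4 rose and 3 fell with #3 (camera adjusted p = 0.31 and 0.21; 6 and 8, and 7 and 3, adjusted over the list alone). CCND1, the cyclin of G1, fell with #1 by 0.62 ± 0.05. The TGF-beta target ID2 rose with #1 (0.62 ± 0.07), and the collagen gene COL1A2 rose with #3 (0.45 ± 0.06). The list of TGF-beta target genes did not pass with either (camera adjusted p = 0.1 with #1, 0.89 with #3). HSPA1A, the inducible HSP70, fell with #1 (-0.42 ± 0.06), while the list of heat shock proteins did not pass (camera adjusted p = 0.34). All of these are limma fits to 4 arrays against 4 on the mean of a gene's probes.

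For #1 against siNEG, #3 against siNEG and #1 against #3, the real division was 1 of 35 splits of the arrays. No other split gave as many calls (2858 probes against 22 at most, 1201 against 133 and 3528 against 1). This argues against a random division only as far as 35 splits allow. The other splits mix the real groups, which widens their spread, so the size of the gap adds little. For the pooled comparison the real division was the only 1 of the 100 splits drawn with as many calls (525 probes, highest other 26), with the same limits. Splits that follow the siRNA groups, which were not among those drawn, called more probes than the real one: 3062 with the #1 arrays and 1005 with the #3 arrays set against the other 8. The arrays thus have a structure by siRNA that the pooled comparison does not follow.

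UQCRB, a subunit of respiratory complex III, was -1.36 in siNEG replicate 1 against a mean of 0.19 in the other siNEG arrays, the RNA helicase DDX21 was -0.93 against 0.37, the splicing regulator HNRNPA0 -1.08 against 0.23, the mitochondrial chaperonin HSPE1 -0.54 against 0.70, the nuclear exporter XPO1 -0.80 against 0.31 and HIF1A -0.73 against 0.37. Deviations of this array from the other siNEG arrays had an SD of 0.148, against 0.119 to 0.125 for the others, and of the named probes that deviated most it was lower in 20 of 20 and in 99 of 100. A siCITED1 array under a wrong label is argued against, since CITED1 was 0.44 in it and between -0.34 and -0.13 in the siCITED1 arrays. Noise spread evenly over all probes stays open: the SD over named probes was 1.17 times that over unnamed ones, above the 1.01 to 1.09 of the other siNEG arrays by no more than their range. No biological explanation was tested, as the labels give this array no difference from its group.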
